A study of Homo sapiens with 12 samples. Its data were reported in "Low Replicative Stress Triggers Cell-Type Specific Inheritable Advanced Replication Timing" (2021).

How the data were processed

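Total RNA of RKO cells was labelled and hybridised to Clariom S arrays, 1 array per sample, for 12 samples in 4 groups of 3: DMSO and aphidicolin (APH) at t0, and DMSO and APH at N+1. The authors scanned the arrays and summarised the probes with Transcriptome Analysis Console 4.0.2.15 and the RMA method in its SST form, and the deposited values are on the log2 scale, normalised across arrays. That step makes the overall distribution of the arrays alike, so a change shared by most genes would not be seen. The values used here ran from 1.72 to 14.6. The labels give no scan date or batch, so none could be tested. The files held 27189 features, of which 20893 were transcript clusters and were tested; 5741 controls or other features and 555 unmapped ones were kept out of the tests. Names came from the platform annotation, which gave 1 gene symbol for 17705 of the tested probe sets, several for 0 and none for 3188, which are unnamed here. For the 17 genes with more than 1 probe set each was tested, and the calls did not differ between them.

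Groups were taken from the sample labels. No pair of arrays held the same values: at most 0.00479% of values were equal within 1e-06. A linear model with a mean for each group was fitted to the log2 values of all 12 arrays with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment over the probe sets tested. A gene was called at an adjusted p under 0.05, where the study's methods give ANOVA with this adjustment; limma is its moderated form. The methods also name the fold change, without a limit, and no fold threshold was used here except as an alternative. No filter on signal was used. The contrasts were APH against DMSO at t0 and at N+1, the difference between these responses, DMSO at N+1 against t0, and APH at N+1 against t0. Tests were two-sided unless stated. The 2 responses use separate control arrays.

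The genes named were set before the data were examined: for each of the first 2 contrasts up to 15 in each direction by fold among those past the threshold with all APH arrays on 1 side of the DMSO arrays, filled up by p to 20 genes; up to 8 in each direction for the changes over the release; up to 10 for the difference of responses; the members with the smallest p of each list described; and CDKN1A, CHEK1, POLA1, MCM2 and LMNA in each contrast. Other genes set beside these are shown for a second contrast because they were named in another.

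The 23 gene lists were written after reading the paper but before the data were examined: p53 targets, replication-dependent histones, G1/S and E2F genes, G2/M and mitosis genes, origin licensing and replisome, replication stress signalling and repair, large genes at common fragile sites, interferon-stimulated genes, NF-kB targets and cytokines, immediate early genes, ATF4 and amino acid response, cholesterol synthesis and uptake, hypoxia and glycolysis, nuclear lamina and chromatin architecture, heat shock and chaperones, NRF2 and antioxidant genes, TGF-beta and YAP targets, colon epithelium, cytosolic ribosomal proteins, and markers of fibroblasts, erythroid and leukaemia lines, retinal pigment epithelium and osteoblasts. Each was tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 23 lists of a contrast, on the probe set with the highest mean for each gene. Camera compares the members with all other genes. With correlated members a preset correlation makes its p too small: in 100 simulations of histone genes with their correlation of 0.365 and no shift at t0, the preset test called the list in 58, the estimated correlation in 2 and fry in 4. The preset p of a list is therefore given with the p from the estimated correlation. With a simulated shift of −0.25 these tests called it in 100, 74 and 80 of 100. In these simulations a call was an unadjusted p under 0.05 for this list alone. With adjustment over 23 lists, as used for the real calls, the shares can only be equal or lower.

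The gene test was tested on simulated data too, with independent noise. Changes of 1.25-fold, 1.5-fold and 2-fold were set into 67, 67 and 66 of the 20893 probe sets together. That is more than were called at t0, N+1 or for the difference of responses, which makes the adjusted threshold easier to pass. The shares recovered may therefore be too high for the real data. At t0 it recovered 0%, 43.3% and 98.5% of them, at N+1 1.49%, 34.3% and 95.5%, and for the difference of responses 0%, 7.46% and 48.5%. Overlap of calls was tested with a one-sided Fisher's exact test.

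The following alternatives were set before the data were examined. For the fit they were the compared arrays alone, the replicate number as a block, moderation with trend and robust settings, and array weights. Another was ANOVA without moderation on the compared arrays, as the methods name ANOVA but do not say whether it was moderated. Values were also put through quantile normalization or median centring. Other tests took only probe sets with a mean above the lower quartile or the median, only those with a gene symbol, or all features with controls included. Calls were also made at a fold of at least 1.5 or an adjusted p under 0.1. Each array was left out in turn. For lists, camera with an estimated correlation and fry were used. Alternatives chosen after seeing the data were transcript clusters with unmapped features, APH N+1 replicate 1 left out with quantile normalization, and near-identical histone copies counted once.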

Results

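Gene expression was measured in RKO, a human colon cancer line that lacks mismatch repair, on 12 Clariom S arrays. Cells received aphidicolin (APH), an inhibitor of the replicative DNA polymerases, at 0.2 µM for 16 h or the solvent DMSO. RNA was taken at the end of the treatment (t0, mother cells) or after washing and 13 h in fresh medium (N+1, daughter cells), which gave 4 groups of 3 arrays. The arrays were alike, with correlations across genes between 0.9861 and 0.9937 for all pairs. APH N+1 replicate 1 stood apart, with a mean correlation of 0.9872 to its own group, the lowest quality weight of the 12 arrays at 0.395, and a narrower spread of log2 values (SD 2.18). The labels do not say whether replicates are separate cultures, so p-values measure the spread between these samples, which may be technical. The small number of arrays limits precision: the median SE of a log2 fold change was 0.141 between any pair of groups.

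The comparison at t0 asked which transcripts differed in mother cells under low replication stress. At t0, the histone H4 genes H4C14 and H4C15 fell by 1.13 and 1.12 on the log2 scale, and the histone gene H2BC18 fell by 0.56. HAS2, which codes for a hyaluronan synthase of the cell surface, fell by 0.79. FAM111A, a protease that acts at replication forks, rose 1.74-fold. CAV1, the main protein of caveolae, rose 1.53-fold, and IER3, an early response gene induced by stress and cytokines, rose 1.51-fold. These genes and 1 probe set with no gene name here (log2 fold change 0.73, adjusted p = 0.0441) made 8 calls among 20893 probe sets, 4 higher and 4 lower with APH.

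For FAM111A the log2 signal was 9.77 ± 0.06 with APH and 8.96 ± 0.09 with DMSO (SD, n = 3; adjusted p = 0.0253 by limma). H4C14 went from 10.99 ± 0.16 to 9.86 ± 0.15 (SD, n = 3; adjusted p = 0.0253), and H4C15 had the same adjusted p of 0.0253. These H4 genes code for the same protein and their signals had r = 0.9973 over the 12 arrays, so their probes may not tell them apart. HAS2 went from 10.19 ± 0.07 to 9.40 ± 0.03 (adjusted p = 0.0374), H2BC18 from 12.71 ± 0.02 to 12.15 ± 0.01, CAV1 from 7.94 ± 0.02 to 8.56 ± 0.10 and IER3 from 10.38 ± 0.06 to 10.97 ± 0.05, the last 3 with an adjusted p of 0.0441. In all 7 named genes the APH arrays lay entirely on 1 side of the DMSO arrays, as the rule for naming them asks. Over all probe sets this held for 18.4%, where chance gives 10%. At an unadjusted p under 0.05 there were 1527 probe sets, against 1045 for chance alone.

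The 13 next genes by p did not pass. MFGE8, a secreted protein that binds dying cells, had a log2 fold change of 0.61 (adjusted p = 0.0629), and the chemokine-binding receptor CCRL2 one of 0.65 (adjusted p = 0.098). QTMAN had −0.62 and CCDC190 0.59, both with an adjusted p of 0.098. Values with adjusted p between 0.147 and 0.16 were 0.68 for CA2 (carbonic anhydrase), 0.64 for ZBTB38, 0.56 for GBP3 (an interferon-inducible GTPase), 0.54 for KAT2B (a histone acetyltransferase), 0.53 for TK1 (thymidine kinase), 0.53 for TCF19, −0.54 for SCFD2, −0.50 for the linker histone H1-3 and −0.61 for the histone H3C10. The p53 target CDKN1A, which codes for the cell cycle inhibitor p21, had 0.42 (SE 0.10, adjusted p = 0.303). POLA1, the catalytic subunit of the polymerase that starts DNA strands, had −0.31 (adjusted p = 0.686), LMNA 0.24 (adjusted p = 0.751), MCM2 −0.08 (adjusted p = 0.93) and CHEK1 −0.04 (adjusted p = 0.971).

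Leaving out any 1 of the 6 arrays compared left 0 genes past the threshold, and so did a fit to those 6 arrays alone, while the log2 fold changes moved little over all settings, from 0.77 to 0.85 for FAM111A, 0.56 to 0.65 for CAV1, 0.56 to 0.62 for IER3, −1.21 to −1.04 for H4C14, −0.82 to −0.75 for HAS2 and −0.59 to −0.53 for H2BC18. Centring each array on its median left 1 higher and 3 lower. A test without moderation on the compared arrays called 3, of which 1 was among the 8 calls.

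**Figure D1:**
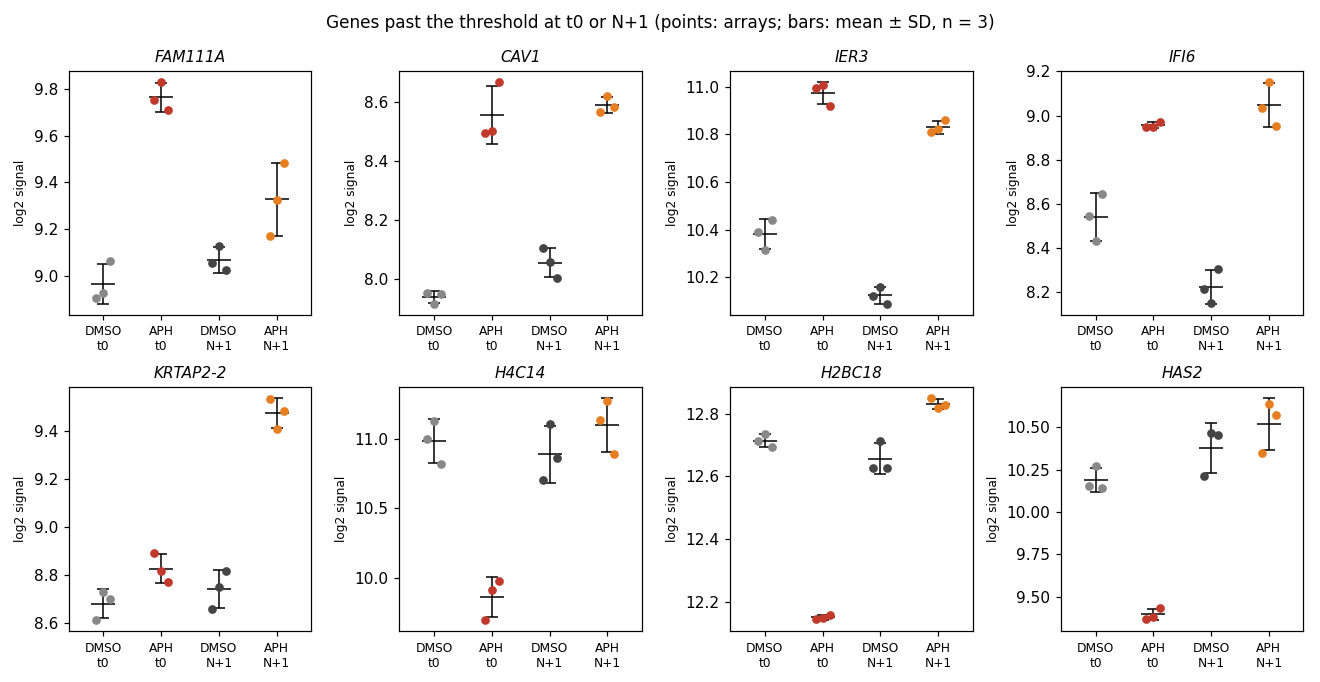
Log2 signal of 8 of the genes past the threshold at t0 or N+1, in the 4 groups. Points are arrays and bars give the mean ± SD (n = 3). H4C14, H2BC18 and HAS2 lie lowest in the APH t0 group, IER3 lies above its DMSO control at both times (10.97 against 10.38 at t0, 10.83 against 10.12 at N+1), and KRTAP2-2 lies highest in the APH N+1 group.

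Gene lists were fixed after reading the paper but before the data were examined, and their calls use a preset correlation between genes. In no comparison did any list's call hold with an estimated correlation. At t0 the replication-dependent histones fell, with 53 of 61 measured members below 0 and a median log2 fold change of −0.21 (adjusted p = 4.83e-24, and adjusted p = 0.19 with an estimated correlation). Besides H4C14, H4C15 and H2BC18, members with low p were H1-3 and H3C10. Interferon-stimulated genes rose, with 20 of 25 above 0 and a median of 0.18 (adjusted p = 0.00116, and adjusted p = 0.0811 with an estimated correlation). SAMD9 had 0.53, IFI6 0.42, MX1 0.40 and OAS3 0.34. The p53 targets rose, with 19 of 26 above 0 and a median of 0.13 (adjusted p = 0.01, and adjusted p = 0.0811 with an estimated correlation). TP53INP1 had 0.50, CDKN1A 0.42 and POLH, a translesion polymerase, 0.42. G1/S and E2F genes had a median of 0.12 (adjusted p = 0.0272), with CCNE2 (cyclin E2) at 0.62, RRM2 (ribonucleotide reductase) at 0.30 and the uracil glycosylase UNG at −0.27. G2/M and mitosis genes had one of 0.061 (adjusted p = 0.0316), with CDK1 at 0.48, UBE2C at 0.39 and CDC25B at 0.38. Both lists had an adjusted p of 0.958 with an estimated correlation.

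Adjusted over the list alone, 20 histone genes passed, all lower, against 3 over all genes tested. The same count was 2 for interferon-stimulated genes (IFI6 and SAMD9), 1 for p53 targets (CDKN1A), 3 for G2/M genes (UBE2C, CDC25B and CDK1) and 0 for G1/S genes, where limma gave 3 members an unadjusted p under 0.05; over all genes tested it was 0 for these 4 lists. The fry test, which asks whether a list's genes move 1 way on balance, called histones (adjusted p = 0.0427), interferon-stimulated genes (0.0154) and p53 targets (0.0147). The G1/S call was lost without DMSO t0 replicate 1 (adjusted p = 0.0653) or 3 (0.105) or APH t0 replicate 2 (0.255), and the G2/M call without DMSO t0 replicate 1 (0.291) or 3 (0.105) or APH t0 replicate 1 (0.172) or 2 (0.0597), with a G2/M median between 0.036 (without DMSO t0 replicate 3) and 0.101 (without DMSO t0 replicate 2), and of 0.034 with median centring.

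No call was made at t0 for the other lists. Medians near those of DMSO were found for origin licensing and replisome genes (0.033, adjusted p = 0.708), replication stress signalling and repair genes (0.053, adjusted p = 0.5) and large genes at common fragile sites (−0.001, adjusted p = 0.5). The nuclear lamina and chromatin architecture list had −0.034 (adjusted p = 0.605), heat shock and chaperones 0.021 (adjusted p = 0.854), immediate early genes 0.10 (adjusted p = 0.605), TGF-beta and YAP targets 0.10 (adjusted p = 0.5), cholesterol synthesis and uptake 0.076 (adjusted p = 0.5), hypoxia and glycolysis −0.022 (adjusted p = 0.969), colon epithelium 0.05 (adjusted p = 0.969) and cytosolic ribosomal proteins −0.047 (adjusted p = 0.06). Adjusted over the list alone, 1 cholesterol gene was higher and 1 lower, and 1 hypoxia gene and 1 NF-kB gene were higher. Median and mean differed in sign for NF-kB targets and cytokines (−0.037 and 0.005, test lower, adjusted p = 0.862) and for NRF2 and antioxidant genes (−0.01 and 0.027, test higher, adjusted p = 0.969). For ATF4 and amino acid response genes both were above 0 (0.03 and 0.002), while the test ran lower (adjusted p = 0.854). Markers of other cell types gave no call either: fibroblast 0.16 (adjusted p = 0.5), erythroid and leukaemia lines 0.08 (adjusted p = 0.854), osteoblast 0.081 (adjusted p = 0.969) and retinal pigment epithelium 0.003 (adjusted p = 0.854, test lower).

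The comparison at N+1 asked what differed in daughter cells after release. At N+1, IFI6, an interferon-inducible gene, rose 1.77-fold, from a log2 signal of 8.22 ± 0.08 to 9.05 ± 0.10 (SD, n = 3). KRTAP2-2, a keratin-associated protein gene, rose 1.66-fold, from 8.74 ± 0.08 to 9.47 ± 0.06, and IER3 rose 1.63-fold, from 10.12 ± 0.03 to 10.83 ± 0.03. These were the 3 calls, each with an adjusted p of 0.0188 by limma, and 0 genes fell past the threshold. Signals of the 4 KRTAP2 genes correlated with r of at least 0.831 over the 12 arrays, so KRTAP2-2 may share signal with its copies.

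Of the next 17 genes by p, none passed. PDP1, a phosphatase that activates pyruvate dehydrogenase, had a log2 fold change of 0.66 (adjusted p = 0.0588), KRTAP2-1 0.66 (adjusted p = 0.0655) and CRABP2, a retinoic acid carrier, 0.98 (adjusted p = 0.0667). CAV1 had 0.54 and MEST 0.56, both with an adjusted p of 0.129. SLC7A11, the cystine importer, had −0.71 and IGFBP6 0.60, both with 0.171, while the secreted glutathione peroxidase GPX3 had 0.90, IL17RB 0.55 and TLCD5 0.64 (adjusted p = 0.204). The protease ADAMTS6 had 0.96, the lipase MGLL 0.79 and TENT5A −0.48 (adjusted p = 0.208), and MFGE8 had 0.50 and PDGFRL 0.71 (adjusted p = 0.214). The apolipoprotein gene APOC1 had 1.38 with an SE of 0.28 and CKMT1A 0.53 (adjusted p = 0.284). CDKN1A stood at 0.10 (adjusted p = 0.876), POLA1 at −0.17 (adjusted p = 0.845), CHEK1 at −0.12 (adjusted p = 0.865), MCM2 at −0.08 (adjusted p = 0.921) and LMNA at −0.02 (adjusted p = 0.991).

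Unadjusted p was under 0.05 for 1456 probe sets, and the APH and DMSO arrays were separated for 9.19%, where chance gives 10%. Over all settings the log2 fold changes ran from 0.77 to 0.87 for IFI6, 0.66 to 0.77 for KRTAP2-2 and 0.68 to 0.72 for IER3, but the calls were lost in many. No gene passed without DMSO N+1 replicate 1 or 3 or APH N+1 replicate 2, 1 passed without DMSO N+1 replicate 2 or APH N+1 replicate 1, and 2 passed without APH N+1 replicate 3. Of the 3 genes called with all arrays, 0, 0 and 1 were among these. The count was 0 with array weights, in a fit to these 6 arrays alone and by the test without moderation.

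Among the gene lists at N+1, heat shock and chaperone genes fell: 12 of 14 lay below 0, with a median of −0.20 (adjusted p = 5.65e-07, and adjusted p = 0.0739 with an estimated correlation). HSPA1A had −0.55, BAG3 −0.44, DNAJB1 −0.42 and HSPH1 −0.35, all parts of the HSP70 system. Replication-dependent histones rose, with 57 of 61 above 0 and a median of 0.17 (adjusted p = 6.9e-12, and adjusted p = 0.356 with an estimated correlation), although the list means of the APH and DMSO arrays overlapped. H2BC14 had 0.52, H2BC13 0.40, H2BC26 0.38 and H3C1 0.38. ATF4 and amino acid response genes fell, with 17 of 24 below 0 and a median of −0.071 (adjusted p = 8.77e-04, and adjusted p = 0.0739 with an estimated correlation). SLC7A11 had −0.71, asparagine synthetase ASNS −0.41 and the tRNA synthetase WARS1 −0.34. G2/M and mitosis genes fell, with 25 of 32 below 0 and a median of −0.12 (adjusted p = 5.15e-05, and adjusted p = 0.356 with an estimated correlation), again with overlapping list means. CENPF had −0.51, BUB1 −0.34, CENPE −0.32 and PLK1 −0.26.

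Nuclear lamina and chromatin architecture genes also fell, with 25 of 33 below 0 and a median of −0.13 (adjusted p = 0.00363, and adjusted p = 0.672 with an estimated correlation), with overlapping list means too. HMGA2 had −0.24, CTCF −0.29 and the condensin subunit SMC2 −0.32, while SUN1 of the nuclear envelope had 0.19. The p53 targets rose, with 21 of 26 above 0 and a median of 0.11 (adjusted p = 0.00958, and adjusted p = 0.0739 with an estimated correlation). TP53I3 had 0.41 and ZMAT3 0.27, while SESN2, also a target of ATF4, had −0.22. Adjusted over the list alone, 5 heat shock genes and 1 ATF4 gene (SLC7A11) passed, all lower, and 0 passed over all genes tested. The histone, G2/M, lamina and p53 lists had 0 by either adjustment, and limma gave 17, 8, 2 and 2 of their members an unadjusted p under 0.05 in the direction of the list. The fry test called heat shock (adjusted p = 0.00308), ATF4 (0.0192) and p53 (0.0145).

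APH N+1 replicate 1 moved with the G2/M and the lamina lists: without that array the G2/M median was −0.043 (adjusted p = 0.0546) and the lamina median −0.064 (adjusted p = 0.475). The ATF4 call was kept, with a median of −0.121 without DMSO N+1 replicate 2, −0.11 without APH N+1 replicate 1 and −0.107 without APH N+1 replicate 3. The lamina call was also lost without DMSO N+1 replicate 1 (median −0.083, adjusted p = 0.201), and the p53 call without DMSO N+1 replicate 1 (0.064) or 3 (0.0621) or APH N+1 replicate 2 (0.0691) or 3 (0.0867).

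Other lists gave no call at N+1. Interferon-stimulated genes had a median of 0.063 (adjusted p = 0.116), with 1 call over all genes and 1 adjusted over the list alone, both IFI6. The G1/S and E2F list had 0.01 (adjusted p = 0.785), origin licensing and replisome genes 0.06 (adjusted p = 0.373), large genes at common fragile sites −0.018 (adjusted p = 0.785) and replication stress signalling and repair genes 0.03 (adjusted p = 0.861). Median and mean differed in sign for NRF2 and antioxidant genes (0.083 and −0.01, test lower, adjusted p = 0.785) and for retinal pigment epithelium markers (−0.038 and 0.045, test higher, adjusted p = 0.785). Adjusted over the list alone, 1 NRF2 gene passed, lower, and 1 colon epithelium gene passed, higher.

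**Figure D2:**
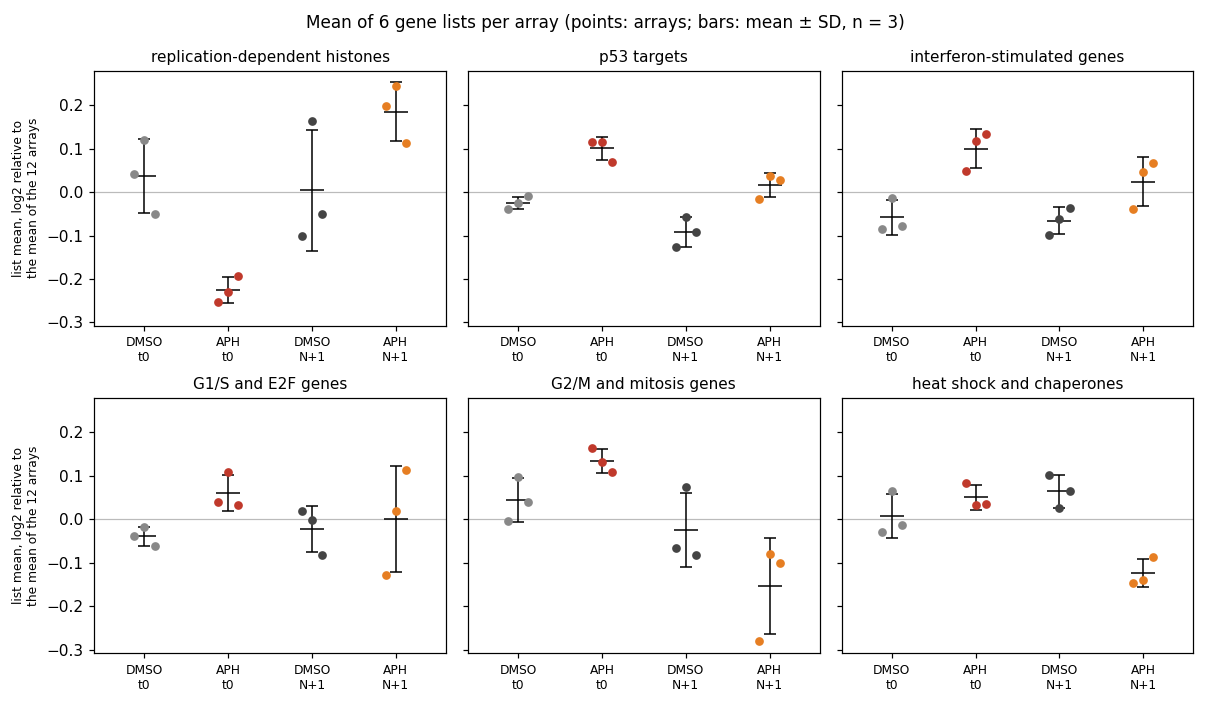
Mean of 6 gene lists on each array, in log2 relative to the mean of the 12 arrays; points are arrays and bars give the mean ± SD (n = 3). Histones lie at −0.23 ± 0.03 in APH t0 and 0.19 ± 0.07 in APH N+1, against 0.037 ± 0.084 and 0.004 ± 0.14 in the DMSO groups, and heat shock genes lie at −0.12 ± 0.03 in APH N+1 against 0.065 ± 0.038 in DMSO N+1.

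The next comparison asked whether the response to APH differed between N+1 and t0, with the response at t0 subtracted from that at N+1. Replication-dependent histones differed most: 57 of 61 had the higher response at N+1, with a median difference of 0.44 on the log2 scale (adjusted p = 1.33e-37, and adjusted p = 0.127 with an estimated correlation). H4C14 had 1.34, H4C15 1.30, H2BC14 1.15 and H2BC18 0.74. G2/M genes had the lower response at N+1 in 29 of 32 cases, with a median of −0.24 (adjusted p = 1.57e-07, and adjusted p = 0.248 with an estimated correlation). CENPF had −0.72, TOP2A −0.50, CDC25B −0.47 and UBE2C −0.41. Heat shock genes had a median of −0.14 (adjusted p = 2.28e-05), with HSPA1A at −0.65, HSPA6 at −0.58, BAG3 at −0.54 and DNAJB1 at −0.47, ATF4 genes −0.095 (adjusted p = 0.0404), with SLC7A11 at −0.76, and ribosomal proteins 0.085 (adjusted p = 0.0307), with RPS19 at 0.21.

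With an estimated correlation, adjusted p = 0.127 for heat shock, 0.248 for ATF4 and 0.83 for ribosomal proteins. Adjusted over the list alone, 30 histone genes, 4 heat shock genes and 1 ATF4 gene passed, and 0 G2/M genes and 0 ribosomal protein genes did, where limma gave 6 and 0 an unadjusted p under 0.05. The fry test called histones (adjusted p = 0.0209) and heat shock (adjusted p = 0.0156). Leaving out each of the 12 arrays in turn kept the histone, G2/M and heat shock calls, but the G2/M median went to −0.153 without APH N+1 replicate 1 and the heat shock median to −0.216 without DMSO t0 replicate 2. It ended the ATF4 call in 9 cases, with an adjusted p between 0.0514 and 0.156, and kept it only without DMSO t0 replicate 1, DMSO N+1 replicate 2 or APH N+1 replicate 3. It ended the ribosomal call without DMSO t0 replicate 2, APH t0 replicate 2 or 3, DMSO N+1 replicate 1 or 3 or APH N+1 replicate 1 or 2, with an adjusted p between 0.0642 and 0.301, and the ribosomal median was 0.053 without DMSO t0 replicate 2, 0.047 without DMSO N+1 replicate 1 and 0.048 without APH N+1 replicate 2. Quantile normalization brought the ribosomal median to 0.037 (adjusted p = 0.347), and median centring gave ATF4 an adjusted p of 0.0555.

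For single genes, 0 of 20893 probe sets differed in response by limma, while 1054 had an unadjusted p under 0.05, close to the 1045 of chance; the contrast without moderation called 1 and moderation with trend and robust settings 13. HAS2 had a difference of 0.93 (adjusted p = 0.188), H4C14 one of 1.34 (adjusted p = 0.171), KRTAP2-2 one of 0.59 (adjusted p = 0.63), FAM111A one of −0.54 (adjusted p = 0.854) and IFI6 one of 0.41 (adjusted p = 0.974). CDKN1A had −0.32 (adjusted p = 0.976), LMNA −0.25 (adjusted p = 0.98), POLA1 0.14 and CHEK1 −0.08 (both with an adjusted p of 0.99) and MCM2 0.00 (adjusted p = 1). In data simulated with known changes of 1.5-fold, 7.46% were recovered for this comparison, against 43.3% at t0 and 34.3% at N+1. At 2-fold the shares were 48.5%, 98.5% and 95.5%. More genes were changed in the simulation than were called here, so these shares may be too high.

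**Figure D3:**
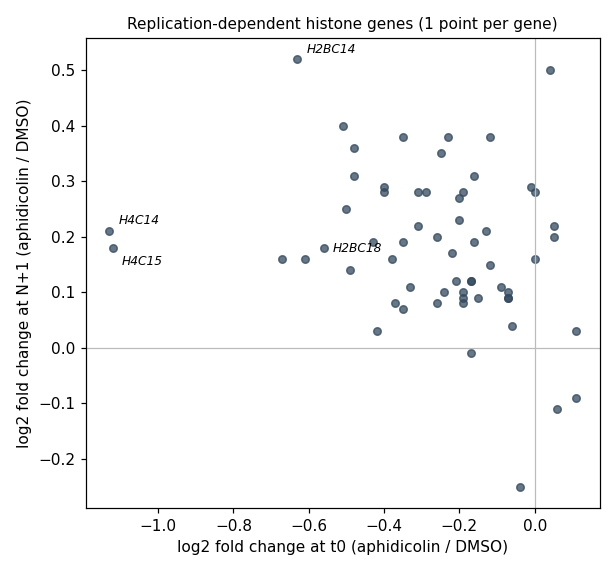
Log2 fold change (APH against DMSO) of each replication-dependent histone gene at t0 (x axis) and at N+1 (y axis); each point is a gene. Of 61 genes, 53 lie left of 0 at t0 and 57 above 0 at N+1.

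IER3 was the 1 gene called at both times, against 0.00115 for independent lists (one-sided Fisher's exact p = 0.00115). The comparisons share 1 estimate of each gene's spread, so the lists are not independent and this p may be too small. The response of IER3 was not called different between the times (difference 0.12, SE 0.12, adjusted p = 0.984). The call was shared with quantile normalization too, and was absent with median centring, where IER3 at t0 had an adjusted p of 0.0853, and whenever an array was left out. Across genes, which are not independent replicates, log2 fold changes at t0 and N+1 had r = 0.15 and rho = 0.147.

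DMSO cells at N+1 were set against DMSO cells at t0 to show what release, fresh medium and further culture did without the drug. No gene passed by limma; 901 probe sets had an unadjusted p under 0.05 and 10.3% were separated, where chance gives 10%. Moderation with trend and robust settings called 7 and the test without moderation called 0. IFI6 had −0.32 and IER3 −0.26 (adjusted p = 0.999), and CDKN1A −0.12, CHEK1 0.13, POLA1 0.08, MCM2 −0.05 and LMNA 0.11 had the same adjusted p. TGF-beta and YAP targets rose (median 0.16, adjusted p = 0.0391, and adjusted p = 0.649 with an estimated correlation, 1 member higher adjusted over the list alone), with the smooth muscle gene TAGLN at 0.46 and SKIL at 0.52, and ribosomal proteins rose (median 0.05, adjusted p = 0.0391, and adjusted p = 0.83 with an estimated correlation), with RPL10A at 0.19. G2/M genes fell (median −0.097, adjusted p = 0.033, and adjusted p = 0.694 with an estimated correlation), with UBE2C at −0.24, and p53 targets fell (median −0.074, adjusted p = 0.0391, and adjusted p = 0.295 with an estimated correlation), with SESN1 at −0.37 and ZMAT3 at −0.27; adjusted over the list alone, these 3 lists had 0. The fry test called 0 lists, and 1 of the 23 had an unadjusted fry p under 0.05. In a fit to these 6 arrays alone none of the 4 was called.

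Each of these 4 list calls was also lost when single arrays were left out. The p53 call went without DMSO t0 replicate 2 (adjusted p = 0.115) or 3 (0.0573) or DMSO N+1 replicate 1 (0.452) or 3 (0.101), the G2/M call without DMSO t0 replicate 2 (0.206) or DMSO N+1 replicate 1 (0.312) or 3 (0.201), and the TGF-beta and YAP call without DMSO t0 replicate 2 (0.334, with a median of 0.025) or DMSO N+1 replicate 1 (0.486, with a median of 0.101) or 3 (0.101). The ribosomal call went without DMSO t0 replicate 1 (0.257) or 3 (0.118) or DMSO N+1 replicate 2 (0.919, with a median of 0.014), the median was 0.081 without DMSO t0 replicate 2 and 0.082 without DMSO N+1 replicate 1, and quantile normalization also ended it (0.109), as it did that of TGF-beta and YAP (0.0589).

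Over the release APH-treated cells gave 21 calls, against 0 for DMSO cells. The difference between these changes is the comparison of responses above, where no single gene passed. HAS2 rose 2.18-fold (adjusted p = 0.00328), H4C14 2.36-fold and H4C15 2.34-fold (adjusted p = 0.00706), H3C10 1.94-fold (adjusted p = 0.00789) and H1-3 1.76-fold (adjusted p = 0.00706). H2AC4 rose by 0.76 on the log2 scale (adjusted p = 0.0329), H2BC13 1.65-fold (adjusted p = 0.0411) and ADAMTS6 2.14-fold (adjusted p = 0.0451). PRDM1, a transcriptional repressor, fell by 1.12 on the log2 scale (adjusted p = 0.0314), SLC7A11 by 0.90 (adjusted p = 0.019), SCARA3 by 0.70 (adjusted p = 0.0218), NAPRT by 0.69 (adjusted p = 0.019) and UBE2C, the ubiquitin carrier of the anaphase-promoting complex, by 0.65 (adjusted p = 0.0173). CDKN1A had −0.43 (adjusted p = 0.143), POLA1 0.22 (adjusted p = 0.592), LMNA −0.15 (adjusted p = 0.72), MCM2 −0.05 (adjusted p = 0.93) and CHEK1 0.04 (adjusted p = 0.925).

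Of the 21 calls, 15 were higher and 6 lower at N+1, and 14 and 10 with quantile normalization; 16.7% of probe sets were separated, where chance gives 10%, and 2456 had an unadjusted p under 0.05. The test without moderation called 1, and a fit to these 6 arrays alone 0. Without APH t0 replicate 1, 2 or 3 the count was 5, 1 or 3, and without APH N+1 replicate 1 or 2 it was 9 or 6.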

Values the study reported

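The study reported 14 genes whose expression differed with aphidicolin in RKO mother cells. In RKO daughter cells it reported 20 genes, which it described as other genes than those at the end of treatment, and 16 of these 20 as linked to cancer in earlier work.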

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

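The tests of the G1/S list at t0, of signal level for the heat shock, G2/M and ATF4 lists at N+1, and of APH N+1 replicate 1 for the same lists were chosen only after the results were seen, and those for the N+1 lists took the place of tests set earlier for these 3 lists together. The limits for signal level and for the G1/S list were also changed after their values were seen.

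Replication-dependent histones, G2/M, heat shock, ATF4 and ribosomal protein genes are listed because their response to aphidicolin differed between N+1 and t0 in a test of the difference itself. Their median differences were 0.443 for histones, −0.243 for G2/M genes, −0.142 for heat shock genes, −0.095 for ATF4 genes and 0.085 for ribosomal proteins. These calls use a preset correlation between genes; with an estimated correlation, adjusted p was 0.127 at its lowest. Other groupings of the arrays gave as many list calls for this difference in 28 of 100 cases, the real one included, with up to 10 lists against the real 5, so chance is not excluded for their number.

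Histone genes had lower values with aphidicolin at t0 and higher values at N+1, but with an estimated correlation adjusted p was 0.19 and 0.356, and at N+1 the list means of APH and DMSO arrays overlapped (exact p = 0.2) and 0 members passed by either adjustment. The histone median lay at percentile 0 of 10000 random lists matched on signal at t0 (random medians from −0.075 to 0.076). At N+1 it lay at percentile 100 (from −0.079 to 0.087). So the normalised values hold no shift of that size for all probe sets of that signal level. Normalization pulls such random medians toward 0, so a shift present before it cannot be argued against. Fewer cells at the G1/S transition and in early S phase at t0 stays open. The G1/S list was higher by 0.099, the opposite direction, with every APH array above every DMSO array. Under the earlier limit, changed after this value was seen, that argued against this explanation. But the exact permutation p of 0.1 is the smallest that 3 against 3 arrays can give. Adjusted p was 0.958 with an estimated correlation and 0.517 by fry. The call was lost without DMSO t0 replicate 1 (0.0653) or 3 (0.105) or APH t0 replicate 2 (0.255). The paper reports by cytometry that treated cells accumulated in S phase without arrest, but its text gives no share for early S phase. Noise shared by the histone genes stays open too: regrouping the arrays within each time gave an exact permutation p of 0.01, where 0.005 is the smallest that 400 regroupings can give, and the adjusted p of 0.115 over the 23 lists decides nothing, since at that smallest p a list alone could not pass 0.05 after adjustment. An effect of the drug and of the release after it stays open and untested.

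Heat shock, G2/M and ATF4 genes had lower medians with aphidicolin at N+1 (adjusted p of 0.0739, 0.356 and 0.0739 with an estimated correlation), where APH N+1 replicate 1 had a narrower distribution than the other arrays. For G2/M genes that array may carry most of the pattern, since 34.9% of the median was left without it. For heat shock genes 73.8% was left and for ATF4 genes 155%, which argues against that array as the source for these lists. For heat shock and G2/M genes, random lists matched on signal had a median of −2.89% and 6.66% of the list's. So the normalised values hold no shift of that size for all probe sets of the same signal. For ATF4 genes (0.603%) the same follows only under the limit changed last. Earlier limits on the percentile, 2.05 for this list, had left it open. Normalization pulls such random medians toward 0, so a shift present before it cannot be argued against. Both groups had the same 13 h release, so release by itself cannot give these differences. An effect of the earlier treatment with the drug stays open.

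Features outside the tested set, which carry no gene name, also passed the threshold: 5 of 6296 at t0 and 7 at N+1, against 0 between the DMSO groups. At t0, 5 features with identical values had a log2 fold change of 0.69 (adjusted p = 0.0223). At N+1 the same 5 had 0.71, and over the 12 arrays they had r = 0.961 with IER3. These 5 amount to 1 measurement counted 5 times, and they make up all the calls at t0. Repeats make the adjusted threshold easier to pass, so a single copy may not have passed at t0, which was not tested. At N+1 a feature with 0.66 had the same profile as KRTAP2-1 (r = 1), and a feature with 1.21 (adjusted p = 0.00621) had its highest correlation with SUN1 (r = 0.944).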

How the results depend on the processing

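Chosen only after the results were seen were the settings with unmapped features, with APH N+1 replicate 1 left out under quantile normalization, and with histone copies counted once. For counts of genes, results are given in the order t0, N+1, difference of responses, DMSO over the release, APH over the release, and genes at both times, from 8, 3, 0, 0, 21 and 1 in the report.

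Moderation with trend and robust settings gave 62, 44, 13, 7, 326 and 8. Restricting the test to probe sets with a mean above the median, and so to fewer genes, gave 41, 17, 8, 1, 242 and 4, and to a mean above the lower quartile 13, 8, 0, 0, 51 and 2. ANOVA without moderation on the compared arrays gave 3, 0, 1, 0, 1 and 0, and the methods do not say whether theirs was moderated. A fit to the arrays compared alone, and so with fewer samples, gave 0, 0, 0, 0 and 0 where it applies (for the difference of responses it is the fit of the report). Array weights gave 40, 0, 0, 0, 15 and 0, median centring 4, 3, 0, 0, 19 and 0, and quantile normalization 9, 4, 0, 0, 24 and 1. All features gave 14, 12, 0, 0, 22 and 6, where identical features count several times, and probe sets with a gene symbol 7, 6, 0, 0, 23 and 1. An adjusted p under 0.1 gave 14, 6, 0, 0, 55 and 1, and a fold of at least 1.5 gave 7, 3, 0, 0, 21 and 1. The replicate number as a block gave 4, 0, 0, 0, 13 and 0. Deviations of DMSO and APH arrays from their group means had r up to 0.29 with the same number and up to 0.37 with different numbers. So these values show no pairing by number, but with 3 arrays per group they cannot exclude it. Whether the block is the better fit stays open. At N+1, r was 0.25 for DMSO replicate 1 with APH replicate 3, 0.29 for replicate 2 of both and 0.37 for DMSO 3 with APH 1. It was negative for the other pairs at N+1. Structure that these arrays share under other numbers stays open and was not tested. Unmapped features with the transcript clusters gave 8, 3 and 1 at t0, N+1 and both times, and APH N+1 replicate 1 left out under quantile normalization gave 0 at N+1. Except where stated, the cause was not tested.

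With 1 array left out in turn, the counts ran from 0 to 0 at t0, 0 to 2 at N+1, 0 to 1 for the difference of responses (1 without DMSO N+1 replicate 2), 0 to 0 for DMSO, 1 to 18 for APH over the release and 0 to 0 at both times. Among the genes of the report, FAM111A kept its call at t0 in 9 of 18 settings, with an adjusted p between 0.000108 and 0.24.

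For gene lists, in the order t0, N+1, DMSO over the release and difference of responses, the report has 5, 6, 4 and 5 calls. An estimated correlation gave 0, 0, 0 and 0 and fry 3, 3, 0 and 2. For the DMSO comparison a fit to its arrays alone gave 0 and quantile normalization 2. With 1 array left out the ranges were 3 to 5, 4 to 9, 1 to 5 and 3 to 7. The signs of the called list medians did not turn in any of these settings.

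The sign turned only for small values of genes named whatever their result. At N+1, MCM2 had 0.01 without DMSO N+1 replicate 1 and 0.02 without APH N+1 replicate 2, LMNA had 0.12 without DMSO N+1 replicate 1 and 0.03 without APH N+1 replicate 1 or 2, and CHEK1 had 0.01 without APH N+1 replicate 1; with the other arrays left out they reached −0.21, −0.13 and −0.19. For the difference of responses, MCM2 had 0.02 with median centring, 0.01 with array weights or without DMSO t0 replicate 3, 0.04 without APH t0 replicate 3, 0.10 without DMSO N+1 replicate 1 or APH N+1 replicate 2 and 0.03 without APH N+1 replicate 1, and CHEK1 had 0.05 without APH N+1 replicate 1, against lowest values of −0.13 for MCM2 and −0.16 for CHEK1 without APH N+1 replicate 3. Over the release with DMSO, LMNA had −0.03 without DMSO N+1 replicate 1 and 0.22 without replicate 2, and MCM2 −0.15 and 0.05 without the same arrays. With APH, CHEK1 had −0.01 without APH N+1 replicate 2, −0.03 without replicate 3 and 0.18 without replicate 1, and MCM2 0.05 without replicate 2 and −0.18 without replicate 3. The cause was not tested. Over all named genes, the other settings (with APH N+1 replicate 1 left out under quantile normalization counted among them) gave 763 values on the same side of the threshold, 71 that lost it and 87 that gained it, and leaving out an array with no other change 372, 107 and 2. Counted in the same way, called lists kept their call in 144 cases and lost it in 42, and with only an array left out in 107 and 43.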

Other observations

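No test in this part was chosen only after its result was seen, but the 7 genes below were named after their values were seen.

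Genes with an unadjusted p under 0.001 numbered 66 at t0 and 50 at N+1, and 7 were in both, all with the same direction, against 0.158 for independent lists. They were IFI6 (log2 fold change 0.42 at t0 and 0.83 at N+1), GPX3 (0.72 and 0.90), IER3 (0.59 and 0.71), CAV1 (0.62 and 0.54), PDP1 (0.48 and 0.66), UBE2L6 (0.44 and 0.40) and MFGE8 (0.61 and 0.50). The times have separate control arrays, so a shared control cannot give this. But both comparisons use 1 estimate of each gene's spread, and a gene with too small an estimate can pass at both. The 0.158 may therefore be too low. Regrouping the arrays within each time gave as many genes in 1 of 100 cases, the real one, and at most 3 in the others. That is the smallest share 100 regroupings can give, so chance is argued against but not excluded. Other groupings also count any effect of the drug as spread, which lowers their numbers. A response to the drug that lasts through release may be the source, as a hypothesis found in these data.

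Other splits of the 6 arrays of a comparison number 10 with the real one, so their share cannot fall under 0.05. At t0, 1 of 10 splits gave as many genes as the real 8, with at most 0 in the others. At N+1 it was 1 of 10, with 3 genes and at most 0, and for APH over the release 1 of 10, with 21 and at most 0. For DMSO over the release the real count is 0, so all 10 splits give at least as many and their number says nothing, with 1 at most. For gene lists, 1 of 10 gave as many as the real 5 at t0 (at most 2 in the others), 4 of 10 as many as the real 6 at N+1 (at most 9) and 4 of 10 as many as the real 4 for DMSO (at most 7). For the difference of responses the real count is 0 as well, so 100 of 100 regroupings give at least as many and their number says nothing, with 2 at most.

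Fewer genes were called at t0 here than the study reports. The count was 8, and settings gave between 0 and 62. An adjusted p under 0.1 gave 14, the study's count, and so did all features, where identical ones count several times. The tests differ, and the names of the genes were not compared.

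Fewer genes were called in daughter cells here than the study reports. The count was 3, and settings gave between 0 and 44. Here too the tests differ, so the order of the counts depends on the setting.

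IER3 was called at both times here, whereas the study describes different genes in mother and daughter cells. The tests differ, and the shared call was absent whenever an array was left out. It was also absent with median centring, array weights or ANOVA without moderation. So it does not refute the study's statement.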
